# Effects of Dlx2 overexpression on the genes associated with the maxillary process in the early mouse embryo

**DOI:** 10.3389/fgene.2023.1085263

**Published:** 2023-02-20

**Authors:** Jian Sun, Jianfei Zhang, Qian Bian, Xudong Wang

**Keywords:** Dlx2, bulk RNA-seq, maxillary process, craniofacial development, scRNA-Seq

## Abstract

The transcription factor Dlx2 plays an important role in craniomaxillofacial development. Overexpression or null mutations of Dlx2 can lead to craniomaxillofacial malformation in mice. However, the transcriptional regulatory effects of Dlx2 during craniomaxillofacial development remain to be elucidated. Using a mouse model that stably overexpresses Dlx2 in neural crest cells, we comprehensively characterized the effects of Dlx2 overexpression on the early development of maxillary processes in mice by conducting bulk RNA-Seq, scRNA-Seq and CUT&Tag analyses. Bulk RNA-Seq results showed that the overexpression of Dlx2 resulted in substantial transcriptome changes in E10.5 maxillary prominences, with genes involved in RNA metabolism and neuronal development most significantly affected. The scRNA-Seq analysis suggests that overexpression of Dlx2 did not change the differentiation trajectory of mesenchymal cells during this development process. Rather, it restricted cell proliferation and caused precocious differentiation, which may contribute to the defects in craniomaxillofacial development. Moreover, the CUT&Tag analysis using DLX2 antibody revealed enrichment of MNT and Runx2 motifs at the putative DLX2 binding sites, suggesting they may play critical roles in mediating the transcriptional regulatory effects of Dlx2. Together, these results provide important insights for understanding the transcriptional regulatory network of *Dlx2* during craniofacial development.

## Introduction

*Dlx2* (Distal-less homeobox 2) is a member of the Dlx family transcription factors that play critical roles in forebrain and craniofacial development. In mice, *Dlx2* is located on chromosome 2 at 42.65 cM (Tan and Testa, 2021). During embryonic development, *Dlx2* is expressed in the epithelial cells of the maxillary and mandibular processes, as well as the cranial neural crest cells (CNCC)-derived mesenchyme, indicative of its significant regulatory functions during the development of craniomaxillofacial tissues.

*Dlx2* has been shown to regulate several critical signaling pathways involved in development and differentiation. *Dlx2* is a transcription activator for Wnt1 and can activate the Wnt/β-Catenin signaling pathway (Zeng et al., 2020). It can also promote the expression of TARBP2 and thus further activates the JNK/AKT signaling pathway (Fang et al., 2020). The Dlx2/GLS1/Gln metabolic axis is an important regulator of the TGF-β/Wnt-induced snail-dependent epithelial-mesenchymal transition (Lee et al., 2016).

The regulation of skeletogenesis by *Dlx2* has been extensively demonstrated *in vitro*. An experiment in human bone marrow mesenchymal stem cells confirmed that overexpression of *Dlx2* can upregulate the expression of osterix, BSP, and MSX2 and elevate cellular alkaline phosphatase activity in the early stage of osteogenesis induction. It can also upregulate OCN expression at a later stage, thereby accelerating the mineralization of BMSC (Qu et al., 2014; Zeng et al., 2020). Studies in MC3T3-E1 cells have also reached the same conclusion, that *Dlx2* overexpression can upregulate osteogenic related genes, such as *Alp* and *Msx2* (Sun et al., 2015). *Dlx2* overexpression can also stimulate both OCN and ALP promoter activity, thereby enhancing osteogenic differentiation (Zhang et al., 2019). MMP13 is a major collagenase that degrades aggrecan and type II collagen in the late stage of chondrogenesis. Its promoter contains two *Dlx2*-response elements. *Dlx2* can inhibit the expression of MMP13 and reduce cartilage degradation by directly combining with these two elements (Zhang et al., 2018).

In addition to regulating osteogenesis and chondrogenesis, *Dlx2* also plays a critical regulatory role in neural development. Mice lacking DLX1 and DLX2 have a time-dependent block in striatal differentiation (Anderson et al., 1997b), showed no detectable cell migration from the subcortical telencephalon to the neocortex and also had few GABA-expressing cells in the neocortex (Anderson et al., 1997a). The transient overexpression of the transcription factors *Ascl1* and *Dlx2* in neural progenitor cells is sufficient to induce neuronal morphology, GABAergic gene expression and synaptic electrophysiological maturity (Barretto et al., 2020).

Recent advances in the development of transgenic mouse models have provided critical insights for understanding craniofacial development and malformations (Chai and Maxson, 2006). Previous studies have shown that *Dlx2* deletion and overexpression mutants exhibit craniofacial malformations. It has also been revealed that a null mutation of *Dlx2* may cause odontogenic cells to reprogram into chondrocytes and express *Sox9* (Thomas et al., 1997). In E13.5 mouse dental germ, overexpression of *Dlx2* can also increase the expression of *Sox9* (Dai et al., 2017). Hence, it is speculated that *Sox9* may be a downstream effector of *Dlx2*. In addition, in mouse E13.5 dental germ that exhibits overexpression of *Dlx2*, the expression levels of TGFβR1, TGFβR2, Smad4, and *Msx2* are upregulated. In the epithelium, *Msx2* is also upregulated and the expression of *Runx2*, an osteogenic and odontogenic marker, is downregulated in dental germ and alveolar bone (Dai et al., 2017). This indicates that the overexpression of *Dlx2* may interfere with the development of tooth and bone through its interaction with these genes. However, the complex gene regulatory network, downstream of *Dlx2*, has not yet been fully described.

In our earlier work, we constructed a mouse model that can overexpress *Dlx2* in cells derived from neural crest cells (Sun et al., 2022). Such a mouse model enables us to determine the transcriptional effects of *Dlx2* overexpression on the mouse maxilla. In the present study, by comparing the transcriptomes of the maxillary process in E10.5 *Dlx2*-overexpressing mice and wild-type mice, we showed that the effect of *Dlx2* overexpression on the development of the maxillary process began at the earliest stage of maxillary process development and the transcriptional effect changed over time. Single-cell RNA sequencing (scRNA-Seq) of the early maxillary process showed that *Dlx2* inhibited cell proliferation and promoted cell differentiation without changing the trajectory of differentiation. Moreover, cleavage under targets and tagmentation (CUT&Tag) analysis revealed the putative target genes that *Dlx2* may interact with. These comprehensive analyses provide important insights for understanding the regulatory roles of *Dlx2* during craniofacial development and pave the road for further functional dissection of the downstream regulatory network of *Dlx2*.

## Materials and methods

### Animals

We obtained *wnt1* ^*cre*^ mice from the Jackson laboratory. The *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mouse was constructed by the Shanghai Model Organisms Center, Inc. (Shanghai, China). To generate *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, which could specifically overexpress *Dlx2* in neural crest cells, we mated *wnt1* ^*cre*^ mice with *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mice. Wildtype C57BL/6J mice were purchased from Shanghai Jihui Laboratory Animal Care Co. Ltd. (Shanghai, China). All mice were maintained under SPF conditions at the Animal Center of the Ninth People’s Hospital affiliated with Shanghai Jiao Tong University School of Medicine. The day of the appearance of a vaginal plug was defined as E0.5 in all timed pregnancies. Embryos at the E10.5 and E12.5 stages (12:00 h of the day when the vaginal plug was detected was counted as E0.5) and P0 pups were collected for subsequent experiments. All animal experiments were approved by the Animal Care and Usage Committee of the Ninth People’s Hospital affiliated to Shanghai Jiao Tong University School of medicine.

### Micro-computed tomographic (micro-CT) imaging and 3D reconstruction

Micro-CT was performed using a SkyScan 1176 (Bruker, Germany). Micro-CT images were acquired from P0 mice, with an x-ray source voltage of 45 kV and current of 550 µA. The data were collected at a resolution of 18 µm. Volume rendering in 3D was achieved using Mimics Medical 21.0 (Materialize). We evaluated micro-CT scans from three replicates per genotype. All landmarks were determined based on *Mouse Development* (Eds. J Rossant and P.L.Tam, 2002) and www.getahead.la.psu.edu.

All bones used in this study were manually segmented. Micro-CT scanning data were uploaded to Mimics as DICOM files. The background noise from these segmentations and bones outside the scope of this study were manually removed using Mimics’ editor tools. The remaining craniofacial bones were isolated and labeled using pre-scale thresholds that allowed only bones to be labeled. Reconstruction data were then rendered using Mimics’ 3D calculation tools and analysis tools were used for the measurements of isolated bones. The mean measurements of the maxillary bones were compared between the P0 wildtype and *Dlx2* overexpression groups.

### Statistical analysis

GraphPad Prism v.8 for Windows (GraphPad Software, La Jolla, CA, United States) was used for the statistical analysis. For all graphs, error bars represent standard deviations. Independent two-tailed Student’s *t*-tests were applied for comparisons between two groups. Differences were considered to be statistically significant at *p*-values < 0.05.

### Isolation of mouse maxillary processes

In E10.5 and E12.5, pregnant C57BL/6 females were euthanized using isoflurane and cervical dislocation. The embryos were removed from the uterus into cold PBS and transferred into a 6 cm Petri dish, using a disposable glass straw. For sequences library construction, complete maxillary processes were carefully dissected out from embryos using micro tweezers under a stereomicroscope.

### Bulk RNA-seq and data analysis

Total RNA was extracted using Trizol from freshly dissected E10.5 maxillary process tissues. Three independent RNA samples were prepared for each genotype (WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^). We used 2 μg total RNA as input material for the library preparations for each sample. Sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (#E7530L, NEB, United States) following the manufacturer’s recommendations. The libraries were sequenced on an Illumina HiSeq X ten platform and 150 bp paired-end reads were generated. Sequenced reads were mapped to the mm 10 genome using STAR aligner version 2.7.3a. Comparisons between the RNA-seq datasets were performed using the DESeq2 package in *R*. Enrichment analyses and visualization of functional profiles of differentially expressed genes (DEGs) were performed using the clusterProfiler package in *R*.

### ScRNA-seq and UMAP analysis

Fresh maxillary process tissues were conserved in the GEXSCOPE^®^ Tissue Preservation Solution (Singleron) until library preparation. The scRNA-Seq libraries were constructed in accordance with the Singleron GEXSCOPE™ protocol from the GEXSCOPE™ Single-Cell RNA Library Kit (Singleron Biotechnologies). Pools were sequenced on the Illumina HiSeq X to generate 150 bp paired-end reads. Unsupervised clustering of cell populations was performed using the tSNE and UMAP analysis from the Seurat R package.

### CUT&Tag analysis

After obtaining fresh cells from the maxillary processes of E12.5 wildtype mice, the CUT&Tag libraries were prepared using the Hyperactive *In-Situ* ChIP Library Prep Kit for Illumina (Vazyme Biotech, TD901) as previously described (Zuo et al., 2021). Approximately 50,000 cells were used per sample. The Anti-DLX2 antibody (Abcam, ab272902) was used as the primary antibody and goat anti-rabbit IgG (Vazyme, Ab206-10-AA) was used as the secondary antibody. All CUT&Tag libraries were sequenced on the Illumina Nova Seq 6000 platform at PE150 mode. Low-quality reads and adapters were trimmed by Trim Galore (v0.6.5). The clean reads were mapped to the mm 10 genome using bowtie2 (v2.4.2).

## Results

### Micro-CT reveals abnormal bone formation in *Wnt1* ^*cre*^; *Rosa26* ^*Dlx2/-*^ mouse

The *wnt1* ^*cre*^; *Rosa26* ^*Dlx2/-*^ mice, with *Dlx2* overexpressed in neural crest-derived cells exhibit craniofacial deformities such as cleft palate (Sun et al., 2022). To quantify the effect of *Dlx2* overexpression on craniofacial bone formation, we performed Micro-CT scanning on the head of P0 wild-type and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice. Micro-CT analysis provides comprehensive information on anatomical landmarks and the size of each craniofacial bone (Ho et al., 2015). The premaxilla and nasal bone, maxilla, palatine bone, frontal bone, parietal bone, interparietal bone, occipital bone and mandible were isolated for analysis (Figure 1A). Obvious ectopic bone formation and absorption were found in the premaxilla and nasal bone, frontal bone and parietal bone of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice. The cranial anteroposterior diameter of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice was significantly smaller than that of wild-type mice. We isolated the maxilla from wild-type and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice and defined the anatomical landmarks (Figure 1B). We next quantitatively compared the sizes of the maxilla using the landmarks (Figures 1C–G). The full width and half-width of the maxilla of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice were significantly decreased (Figures 1D, E) but there was no significant difference in the length and height (Figures 1C–F). The distance between the left and right halves of the maxilla in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice was significantly increased (Figure 1G), which was consistent with the cleft palate phenotype. In summary, the quantitative comparison of Micro-CT scans revealed that *Dlx2* overexpression had a teratogenic effect on the mouse maxilla.

**FIGURE 1:**
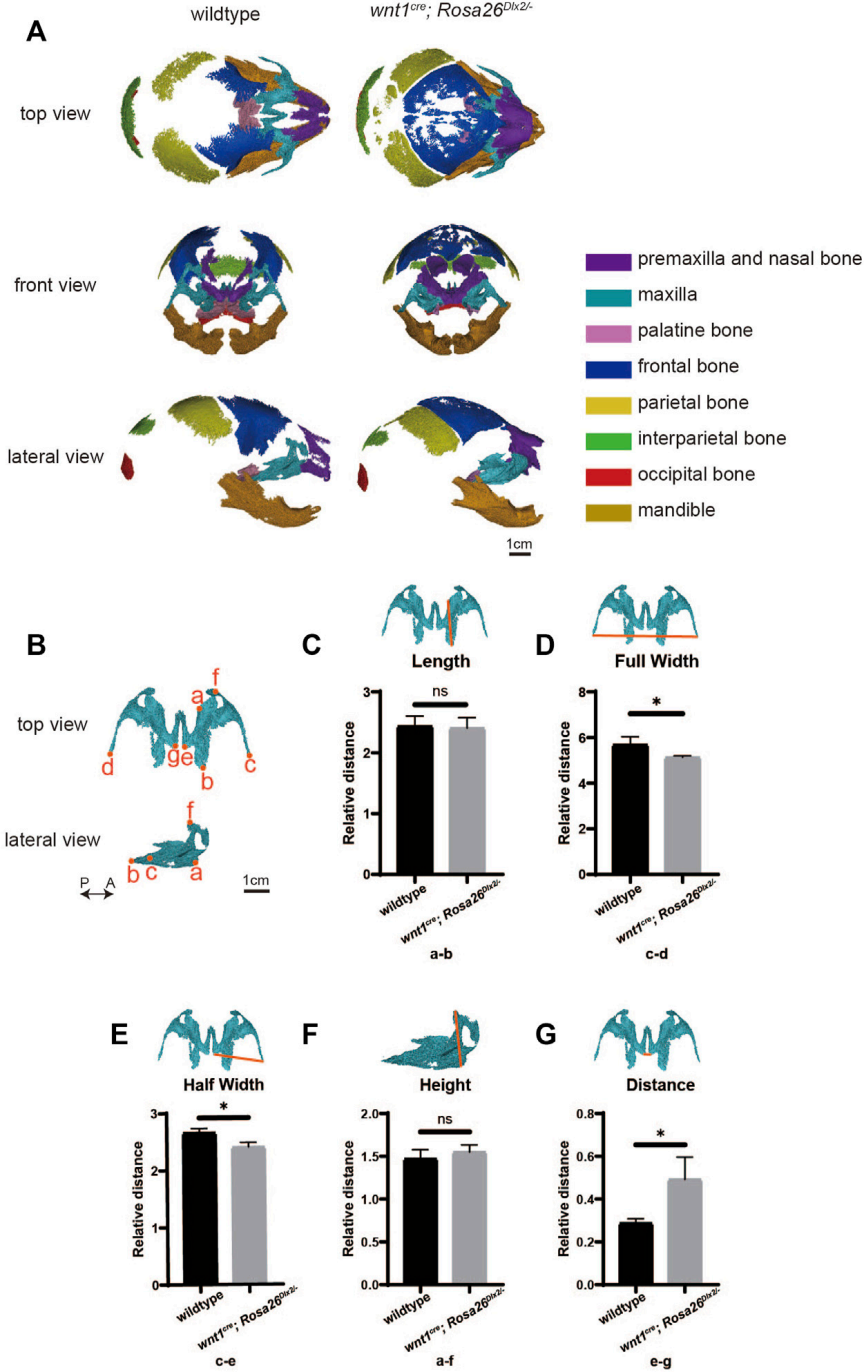
The conditional overexpression of *Dlx2* in cranial neural crest cells results in underdeveloped maxilla. **(A)** Top, front and lateral views of micro-computed tomographic rendering of a skull of a P0 wildtype and *wnt1* ^*cre*^; *Rosa26* ^*Dlx2/-*^ mouse. **(B)** Isolated maxilla from wildtype and *wnt1* ^*cre*^; *Rosa26* ^*Dlx2/-*^ mice. P←→A: Posterior to Anterior. Definitions of landmarks: a. Medial point of the premaxillary-maxillary suture; b. Posterior point of the maxilla; c. Right tip of the zygomatic process of maxilla; d. Left tip of the zygomatic process of maxilla; e. Right posterior-medial point of the palatine process of the maxilla; f. Anterior point of the maxilla; g. Left posterior-medial point of the palatine process of the maxilla. **(C–G)** Quantification of the size (length **(C)**, full width **(D)**, half width **(E)**, height **(F)**, and distance **(G)**) of the maxilla in wildtype and *wnt1* ^*cre*^; *Rosa26* ^*Dlx2/-*^ mice. *<0.05; ns. not significant. Definitions of landmarks: a. medial point of the premaxillary-maxillary suture; b. posterior point of the maxilla; cd. tip of the zygomatic process of maxilla; e.g., posterior-medial point of the palatine process of the maxilla; f. anterior point of the maxilla.

### *Dlx2* overexpression causes substantial gene expression changes in the E10.5 maxillary process

In previous research, it was found that the overexpression of *Dlx2* had an impact on gene expression in E12.5 maxillary processes. However, the temporal and spatial expression analysis of *Dlx2* showed that the overexpression was already evident in the earliest stage (E10.5) of maxillary process formation (Sun et al., 2022). 

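RNA-Seq counts were analysed for 3 libraries of maxillary processes from E10.5 *wnt1cre; Rosa26Dlx2/-* embryos, in which Cre recombinase under *wnt1* control switches on *Dlx2* in cells derived from the neural crest. These Dlx2-overexpressing (OE) libraries are named replicates A, B and C here, since which of them is which OE sample of Fig. 2A was not known. The wild-type libraries were not analysed here, so every value is from the OE side of the comparison and no difference between genotypes was tested. *Dlx2* itself (ENSMUSG00000023391, chromosome 2 of mm10, 71543408 to 71546754, minus strand) had 9089 counts in replicate A, 7150 in replicate B and 6890 in replicate C. This corresponded to 206 ± 26.7 counts per 1000000 counts on genes (CPM, mean ± SD, n = 3), and *Dlx2* ranked 881 by mean CPM among all genes. Its neighbour on chromosome 2, *Dlx1*, was at 62.2 ± 13.8 CPM (SD, n = 3). A count of *Dlx2* does not separate reads of the *Rosa26* allele from reads of the endogenous gene. No exonic base of *Dlx2* is shared with another annotated gene.
The authors mapped paired-end reads to mm10 with STAR and deposited whole-number counts per gene without normalization. The paper's text does not name the counting program, its strand setting or the annotation release. Replicate A had 36544554 counts on genes, replicate B 35351031 and replicate C 40057435. Reads that the authors' counting assigned to no gene made up 14.2%, 15.7% and 16.4% of all counted reads in replicates A, B and C. Those left unassigned because they overlapped more than 1 gene made up 6.11%, 6.10% and 6.96%. Counts were scaled with TMM factors from edgeR of 1.06, 1.01 and 0.940, and CPM values given here use them unless stated otherwise. With 3 counts as the limit, a gene at 0 counts could still be present at up to 0.0777 CPM in replicate A, 0.0843 in replicate B and 0.0796 in replicate C. These limits cover counting error only.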

In order to further understand how the overexpression of *Dlx2* affects the development of maxillary processes, bulk RNA-Seq was performed on the maxillary processes of E10.5 wild-type and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice. 

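The 3 OE libraries were compared over the 17115 genes with a mean count of at least 10, on log2 CPM with a prior count of 2. Pearson's r across genes was 0.978 between replicates A and B, 0.965 between replicates B and C, and 0.937 between replicates A and C. Spearman's rho was 0.984, 0.969 and 0.945 for the same pairs. Genes are not independent replicates, so these coefficients carry no p-value. The Euclidean distance was 84.1 between replicates A and B, 105 between replicates B and C and 141 between replicates A and C. Replicate C lay farthest from the others, with a mean distance to replicates A and B that was 1.46 times the distance between those 2. Over the 500 most variable genes, replicate A was the farthest instead, at a ratio of 1.40. The mean of the 3 values of r was 0.960, and the setting that moved it most was leaving out replicate B, which left the r of 0.937. Every pair differed by more than the sampling noise. The mean chi-square per degree of freedom was 72.2 for replicates A and B, 178 for replicates B and C and 339 for replicates A and C. No library was therefore counted as a copy of another. The reference is sampling noise only, so this measure does not separate different samples from repeated preparations of the same sample. Genes with an exonic length up to 2000 bp had a median log2 ratio of 0.64 in replicate C against the mean of replicates A and B, and genes over 8000 bp had -0.56. In Fig. 2A, the paper sets distances within each genotype against distances between genotypes, and from that contrast it proposes a transcriptome change at E10.5. Distances to wild-type libraries were not analysed here.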

The individual replicates exhibited a high degree of correlation among the same genotype but a lower correlation was observed between replicates of different genotypes (Figure 2A), suggesting the overexpression of *Dlx2* already induced transcriptome changes at this stage.

**FIGURE 2:**
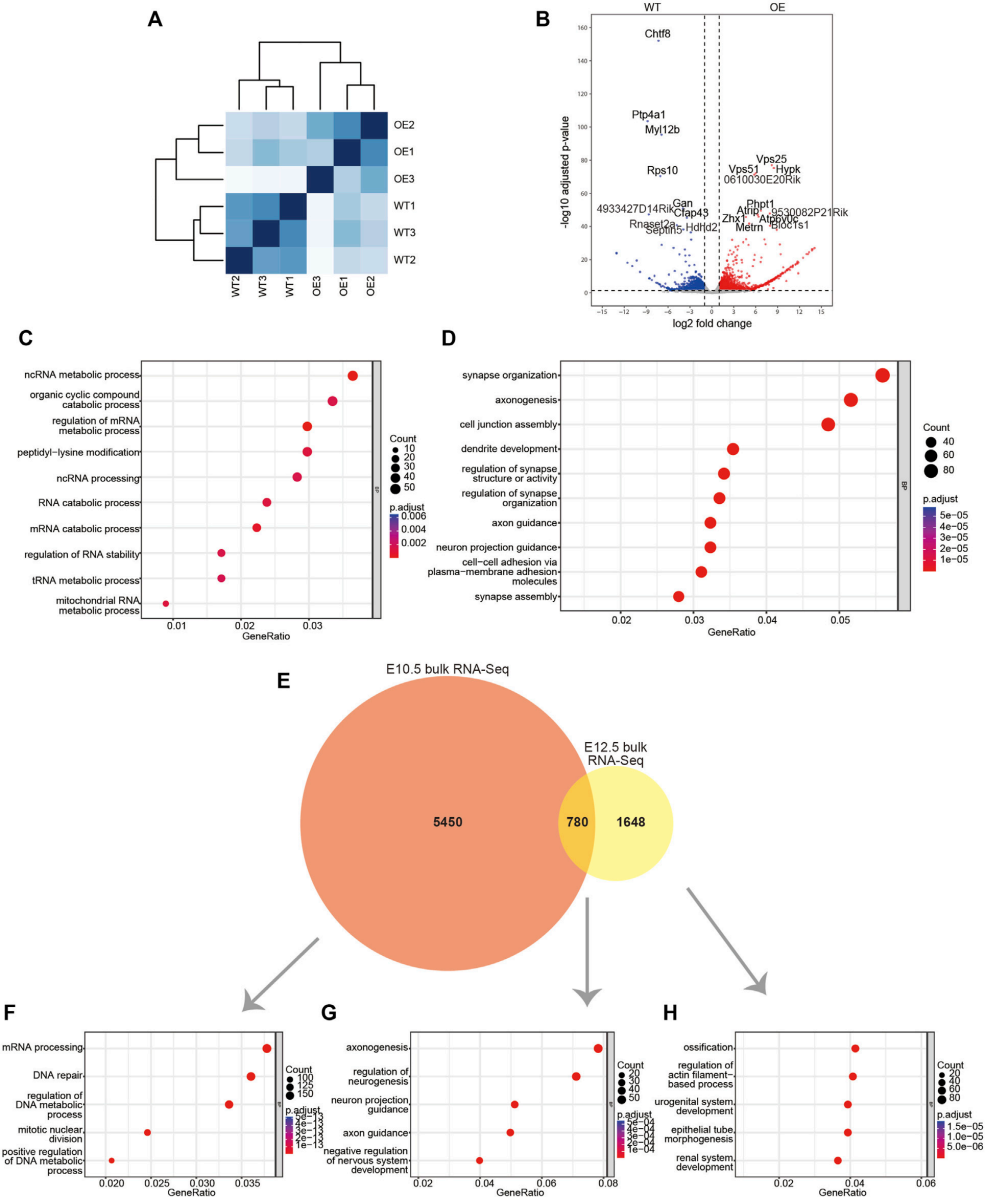
Bulk RNA-Seq data for the maxillary processes from E10.5 wildtype and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ embryos. **(A)** Sample distances matrix showing the correlation between RNA-seq replicates. **(B)** Volcano plots to show differentially expressed genes between wildtype and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ samples. **(C,D)** GO enrichment analysis of genes significantly upregulated or downregulated in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^. **(E)** Venn diagram to show the overlap between DEGs obtained from bulk RNA-Seq analysis of E10.5 and E12.5 mice. **(F–H)** GO enrichment analysis of genes expressed in E10.5 mice only **(F)**, E10.5-E12.5 overlap **(G)**, E12.5 only **(H)**. WT, wildtype; OE, *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^.

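In the OE libraries, 15607 genes had at least 10 counts in every library, and 26959 of the 55401 genes listed had 0 counts in all 3. The spread between the OE replicates was estimated with edgeR from an intercept-only model over genes with a mean count of at least 10. The common biological coefficient of variation, the relative SD of a gene between replicates beyond counting error, was 0.371. It was 0.347 without replicate A, 0.474 without replicate B and 0.221, the lowest, without replicate C. In 81.5% of the genes the 3 counts differed by more than sampling noise (chi-square test with 2 degrees of freedom, Benjamini-Hochberg adjusted p under 0.05). Without replicate C this share was 48.8%, and over all 28442 genes with at least 1 count it was 53.4%. These tests compare the libraries and not the genotypes. Their reference is sampling noise only, so any spread between samples beyond counting error counts as a difference.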

Comparisons between the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ and wild-type mice revealed that 6,230 genes exhibited significant expression changes. Of these genes, 2,192 genes were significantly upregulated and 1,762 genes were significantly downregulated (Figure 2B). 

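Of the genes labelled in Fig. 2B, 11 stand on the side of higher expression in OE and 10 on the side of lower expression. The genes labelled as higher had a median of 56.0 CPM in the OE libraries, with means from 27.8 for *Zhx1* to 197 for *Metrn*. The genes labelled as lower had a median of 1.81 CPM, with means from 0.0707 for *4933427D14Rik* to 5.91 for *Hdhd2*. The labels come from a comparison that used OE samples of this experiment, so these levels are no independent check of them. No labelled lower gene was at or under 3 counts in all 3 libraries, and with a limit of 10 counts 2 were. Without replicate C, 1 gene was at or under 3 counts. All coordinates are those of GRCm38 (mm10) in GENCODE M21, and exonic and coding bases are counted as shared where another annotated gene of the same strand has exons there. The authors' counting left reads that overlapped more than 1 gene unassigned.
Among the labelled lower genes, *Ptp4a1* (ENSMUSG00000026064, chromosome 1, 30940302 to 30949309, minus strand) was at 0.170 ± 0.0111 CPM (SD, n = 3), and 100% of its coding bases are shared with a second gene of that name, which had 0 counts in every library. *Rps10* (ENSMUSG00000052146, chromosome 17, 27630418 to 27636669, minus strand) was at 4.78 ± 2.84, or 3.18 without replicate C, and 80.1% of its coding bases are shared with *RPS10-NUDT3*. *Chtf8* (ENSMUSG00000046691, chromosome 8, 106883863 to 106893601, minus strand) was at 1.64 ± 0.566, with 67.5% of coding bases shared. *Myl12b*, *Rnaset2a*, *Septin5* and *Hdhd2* share 100%, 100%, 91.2% and 82.4% of their coding bases and had means of 0.920, 0.486, 1.99 and 5.91 CPM. *Cfap43* (2.11 ± 0.0347) and *4933427D14Rik* (0.0707 ± 0.0395) share no coding bases with another gene.
Among the labelled higher genes, *Hypk* (ENSMUSG00000027245, chromosome 2, 121453290 to 121458672, plus strand) was at 112 ± 50.7 CPM (SD, n = 3), *Vps25* (ENSMUSG00000078656, chromosome 11, 101253707 to 101259549, plus strand) at 69.4 ± 16.3 and *Bloc1s1* (ENSMUSG00000090247, chromosome 10, 128917882 to 128924035, minus strand) at 36.9 ± 21.9, or 24.2 without replicate C. These share 100%, 78.1% and 74.9% of their coding bases with *Serf2*, *Ramp2* and *Rdh5*. *Phpt1* (41.0 ± 18.4) shares 100% with *Mamdc4*. The list as a whole was higher in replicate C than in replicates A and B, with a median log2 ratio of 0.55 and 9 of 11 genes higher. *Zhx1* and *0610030E20Rik* were lower there. After a smooth trend on exonic length and GC content was removed, the ratio was 0.27, inside the central 95% of random lists matched on mean expression. The list's median in replicates A, B and C was 38.3, 42.4 and 72.5 CPM.

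**Figure D1:**
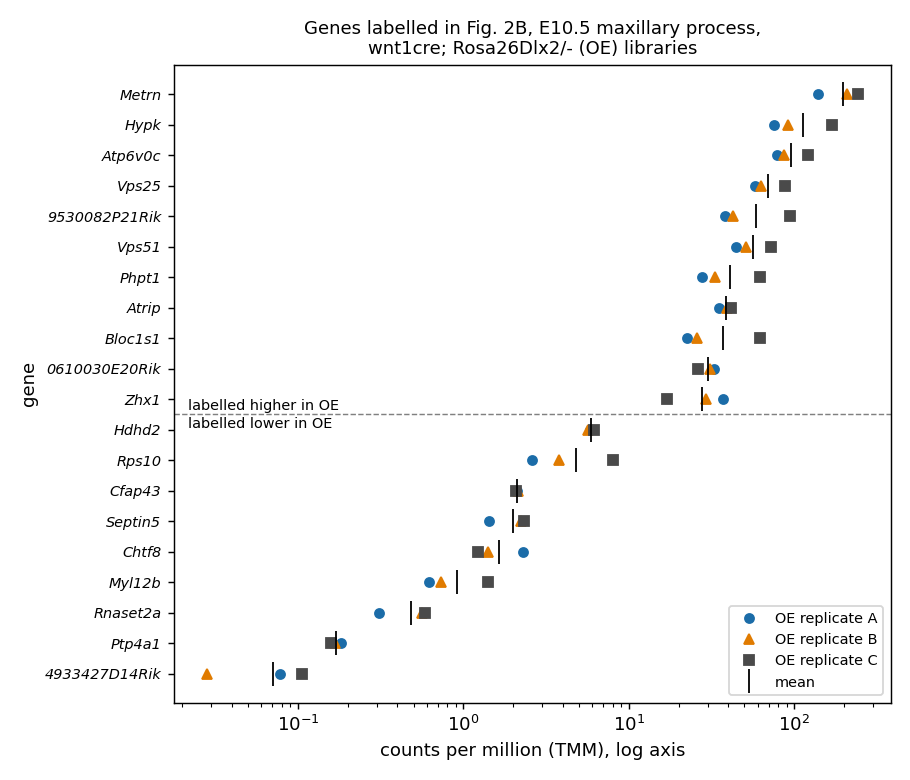
CPM (TMM, log axis) of genes labelled in Fig. 2B in the 3 OE libraries of E10.5 maxillary processes, with a symbol for each replicate and a bar at the mean of the 3. The genes shown as lower in OE have means at or under 5.91 CPM, and those shown as higher have means of at least 27.8. Levels of different genes within the same genotype give no direction against wild type.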

The Gene Ontology (GO) enrichment analysis of DEGs that were significantly upregulated revealed that they are involved in critical biological processes and molecular pathways, such as organic cyclic compound catabolic process, peptidyl-lysine modification, ncRNA processing and RNA catabolic process. The upregulated genes were also involved in a variety of RNA metabolic processes, which included ncRNA metabolic process, regulation of mRNA metabolic process, tRNA metabolic process and mitochondrial RNA metabolic process (Figure 2C). Notably, the downregulated DEGs are enriched for functional terms related to neuronal development, such as synapse organization, axonogenesis, dendrite development and axon guidance (Figure 2D), which reflects the neural crest-origin of the maxillary processes.

We found the DEGs of E10.5 are significantly different from the previously reported bulk RNA-Seq DEGs of the mouse maxillary process in E12.5 wildtype and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice (Sun et al., 2022). Between the 6230 E10.5 DEGs and the 2428 E12.5 DEGs, only 780 genes are common (Figure 2E). Among the 5,450 genes that were unique to E10.5, the most enriched GO terms are related to cell proliferation and transcription, such as mRNA processing, DNA repair, regulation of DNA metadata process and mitotic nuclear division (Figure 2F). The 780 DEGs that were shared by E10.5 and E12.5 are enriched for GO terms involved in neuronal development, such as axonogenesis, regulation of neurogenesis, neuron project guidance and axon guidance (Figure 2G). Notably, the 1648 DEGs that were unique to E12.5 mice are enriched for ossification related genes (Figure 2H). Thus, the overexpression of *Dlx2* can lead to different transcriptional responses and physiological outcomes at different stages of craniofacial development.

### *Dlx2* overexpression inhibits proliferation and promotes cell differentiation in maxillary process cells

Our bulk RNA-Seq analyses reveal pronounced transcriptional regulatory effects of *Dlx2* during early maxillary development. However, the inability to distinguish among different cell subpopulations within maxillary processes precludes further dissection of transcriptome changes associated with the differentiation of mesenchyme. Overcoming these limitations requires transcriptome profiling at single-cell resolution.

In the maxillary process at E10.5, the differentiation of most tissue types has not occurred and the mesenchymal cell population is relatively homogeneous. In order to more clearly reveal whether overexpression of *Dlx2* affects the differentiation trajectory of cells, we isolated the maxillary process tissues of E12.5 wild-type and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice for single-cell RNA sequencing. The two scRNA-Seq datasets were combined and further analyzed. After dimensional reduction, the main cell populations from the two different samples largely overlapped with each other, indicating the batch effect was minimal (Figure 3A). The combined data were further clustered into 14 cell populations, with the largest cell populations corresponding to mesenchymal cells (Figure 3B). The nine mesenchymal clusters (clusters 0, 1, 2, 3, 4, 6, 7, 8, and 9) were selected for further analysis (Figure 3C).

**FIGURE 3:**
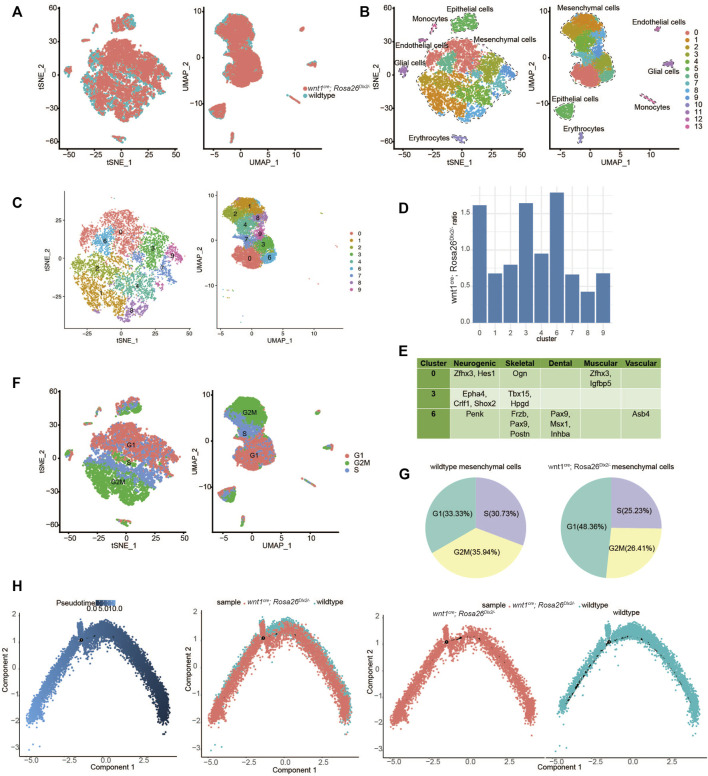
ScRNA-Seq analysis suggested that *Dlx2* overexpression inhibits proliferation and promotes cell differentiation of maxillary process cells. **(A)** Combined scRNA-Seq data of E12.5 wildtype and *wnt1* ^*cre*^; *Rosa26* ^*Dlx2/-*^ mice. The coincidence degree was high. **(B)** TSNE and UMAP showing all cell clustering of combined data. **(C)** TSNE and UMAP showing mesenchymal cell clustering of combined data. **(D)** The cell proportions of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice samples to wildtype cells in each mesenchymal cell cluster corresponds to Figure 3C. It was higher in clusters 0, 3, 6, and lower in clusters 1, 8. **(E)** Some differentially expressed markers in clusters 0, 3, 6, which include multiple developmental systems. **(F)** Schematic diagram of cell cycle of mesenchymal cells after data was combined. **(G)** Pie chart of cell cycle proportion of wildtype (left) and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ (right) mesenchymal cells in the combined data. **(H)** Pseudotime differentiation trajectories of combined data from E12.5 wildtype and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice.

In order to identify the cell populations most affected by *Dlx2* overexpression, we quantified the relative proportions of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice samples to wild-type cells in each of the 9 mesenchymal cell clusters. In each cell cluster, the number of cells from *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice samples was divided by the number of cells from the wild-type samples. We found that the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ cells were relatively enriched in clusters 0, 3, and 6, while depleted in the other clusters, particularly for clusters 1 and 8 (Figure 3D). To further understand the identities of clusters 0, 3, and 6, we examined their marker genes. For each of these clusters, several marker genes related to different tissue types can be found (Figure 3E), suggesting these cells may represent various precursor cells that have not fully committed to a specific cell type.

Notably, we also found that there are a large number of marker genes related to the cell cycle in each cell population (Supplementary Figure S1). We assessed the cell cycle stages for each mesenchymal cell and found that clusters 0, 3, and 6 mainly consisted of cells in the G1 phase, while clusters 1 and 8 consisted of cells in the G2M phase (Figure 3F). When comparing the cell cycle composition of mesenchymal cells from the two genotypes, we found that the proportion of cells in the G1 phase markedly increased, while the proportion of cells in G2M and S phase decreased in the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice cells (Figure 3G). These results suggest the overexpression of *Dlx2* led to a slowdown of cell cycle progression and inhibition of cell proliferation.

To further understand how the overexpression of *Dlx2* affects the differentiation trajectory of maxillary mesenchymal cells, we performed pseudotime developmental trajectory analysis on the combined scRNA-Seq dataset. While the cells from wild-type and *Dlx2*-overexpressing mice exhibit similar trajectories without obvious divergence, the cells from the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice were located at more downstream positions on the pseudotime trajectory compared to the wild-type cells (Figure 3H). This difference was further confirmed by quantifying the pseudotime scores for the cells from the two genotypes (Supplementary Figure S2). These analyses thus suggest the overexpression of *Dlx2* caused the mesenchymal cells within the maxillary process to enter a more differentiated state.

Taken together, our scRNA-Seq result suggests that overexpression of *Dlx2* had two related effects: inhibition of cell proliferation and promotion of differentiation. In *Dlx2*-overexpressing mice, the maxillary process cells may have precociously entered a more downstream differentiation state before they had sufficient proliferation, thereby impairing the development of the maxillary bone and ultimately causing the phenotypes of narrowing width, widening distance and cleft palate.

### CUT&Tag identifies candidate targets of DLX2

To uncover the regulatory mechanism of *Dlx2* in early maxillary process development, CUT&Tag analysis was performed. CUT&Tag is a novel and highly sensitive method used to identify transcription factor occupancy sites (Kaya-Okur et al., 2019; Kaya-Okur et al., 2020). We used this method to identify candidate direct targets of DLX2. We performed DLX2 CUT&Tag on two replicates of wild-type mice maxillary processes and identified 14,738 and 6899 peaks in each replicate. Intersection was used to obtain 3518 peaks that were common to both replicates. Through annotation of these peaks, we found that less than 7% were located in the promoter area (within 2 kb from the TSS) (Figure 4A). The largest proportion of DLX2 occupancy sites was located between genes, which indicated that DLX2 may bind to potential enhancer regions to regulate the expression of protein-coding genes (Figure 4A).

**FIGURE 4:**
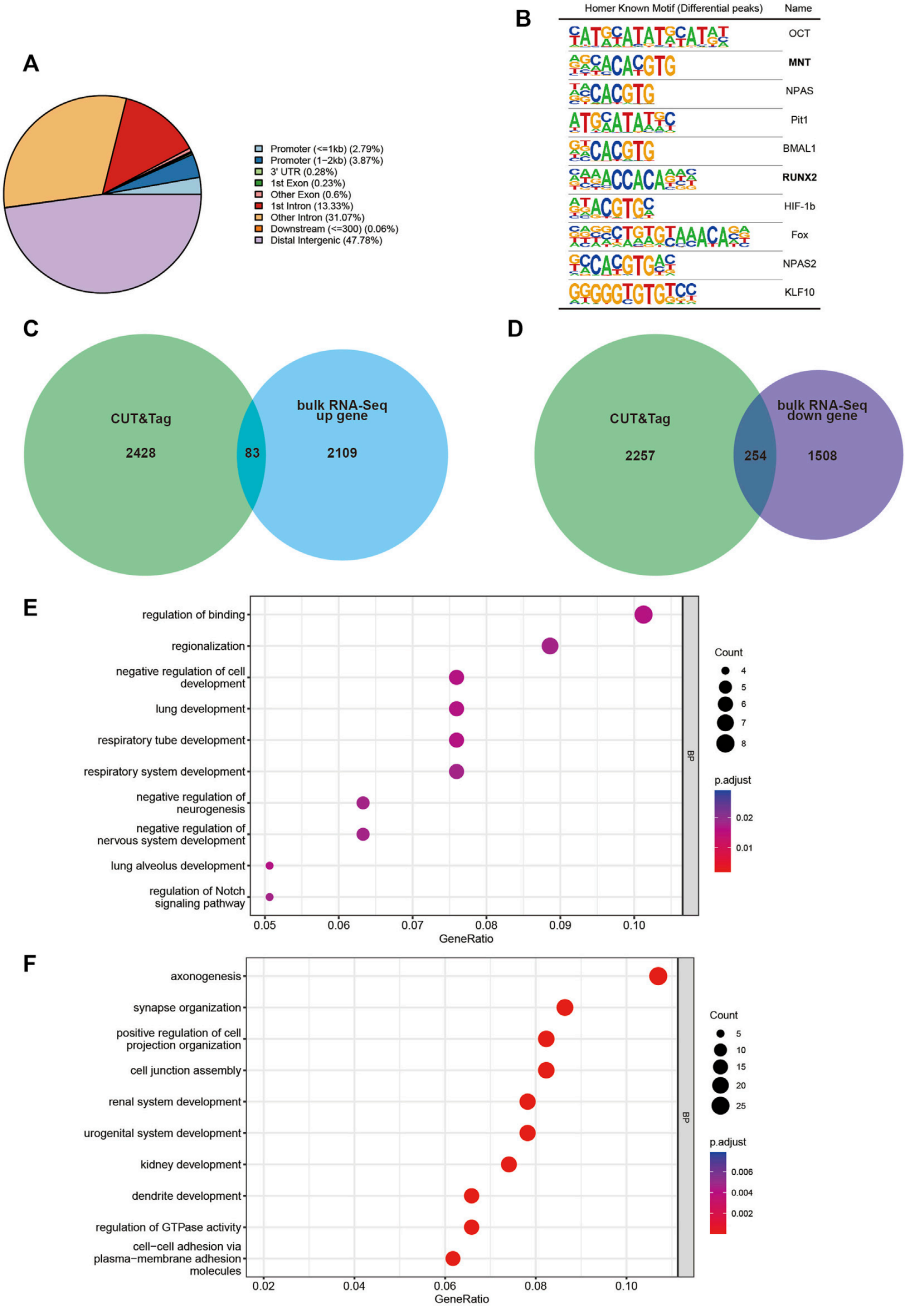
CUT&Tag analysis display of *Dlx2* downstream regulatory gene locus information. **(A)** Location of DLX2-occupancy peaks relative to the nearest annotated gene identified by CUT&Tag analysis. **(B)** Ten most enriched sequence motifs at DLX2-occupancy sites as determined using HOMER. The matched Motifs contained Mnt and Runx2. **(C,D)** Venn diagram to show the overlap between annotated genes identified by CUT&Tag analysis and E10.5 upregulated **(C)** or downregulated **(D)** DEGs. **(E, F)** GO enrichment analysis of the overlapping genes between annotated genes identified by CUT&Tag analysis and E10.5 upregulated **(E)** or downregulated **(F)** DEGs.

The ten most enriched known motifs identified by HOMER software are listed in Figure 4B. Among these enriched motifs, Runx2 was of particular interest because substantial *in vivo* and *in vitro* studies have shown that this gene is strongly associated with osteogenesis (Tosa et al., 2019; Deiana et al., 2020). This suggested that Dlx2 may function in collaboration with Runx2 to reshape the transcriptome when Dlx2 is overexpressed. Mnt is likely to be a transcriptional repressor and an antagonist of Myc-dependent transcriptional activation and cell growth (Hurlin et al., 1997), which may explain in part the inhibition of cell proliferation found by scRNA-Seq.

The CUT&Tag peak annotation identified 2,511 genes that are associated with DLX2 peaks. By cross-referencing these genes with bulk RNA-Seq upregulated DEGs, 83 upregulated *Dlx2* target genes were obtained (Figure 4C). These genes were enriched for genes involved in the regulation of binding, regionalization, negative regulation of cell development and regulation of Notch signaling pathway (Figure 4E). Interestingly, the Notch signaling pathway has been shown to play an important role in palatal development (Casey et al., 2006). The 254 downregulated *Dlx2* target genes were enriched for genes involved in axonogenesis and synapse organization (Figures 4D, F), consistent with the earlier analysis results. Among these downregulated genes, key osteogenic genes such as *Zeb2* (Wang et al., 2022) and *Rora* (Tao C et al., 2022) were significantly expressed in mesenchymal cell clusters 0 and 3 of scRNA-seq respectively, and these two clusters of cells constituted the majority of the mesenchymal cell group of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^. Overexpression of Dlx2 affects the osteogenesis of most mesenchymal cells. These putative *Dlx2* target genes may be the most direct effectors in the downstream regulatory network of *Dlx2*.

## Discussion

The conditional overexpression mouse model makes it possible to obtain stable *Dlx2* overexpression in mouse craniofacial tissues across different developmental stages. In previous work, we have performed a preliminarily exploration of the phenotypic characteristics of this mouse and described the gene expression changes of *Dlx2* overexpression in the maxillary process of E12.5 mice. The maxillary process is formed at the E9.5 stage. As *Dlx2* was overexpressed at the beginning of the maxillary process formation, we chose the earlier E10.5 maxillary process to describe the changes in gene expression. The DEGs at E10.5 share some similarities with those at E12.5, but there were also notable differences. Both sets of DEGs contain genes involved in the development of the nervous system, such as axonogenesis and regulation of neurogenesis. However, the DEGs specific to E10.5 are enriched for genes involved in RNA metabolism. In contrast, the DEGs specific to E12.5 are more enriched for genes involved in ossification. Such stage-dependent transcription effects may be attributed to several reasons. First, this may reflect the differences between the endogenous maxillary transcriptome at E10.5 *versus* E12.5, as early neurogenesis starts at E10.5 (Yun et al., 2002), which is slightly earlier than bone development. Second, maxillary cells at E10.5 and E12.5 may exhibit different chromatin accessibility landscapes. As a result, overexpression of *Dlx2* may affect different target genes in different stages. Third, maxillary cells at E10.5 and E12.5 may express different sets of transcriptional co-activators/co-repressors that function collaboratively with *Dlx2*, leading to different transcriptional outcomes.

By performing scRNA-Seq and comparing the pseudotime development trajectories of wildtype and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ cells, we found that overexpression of *Dlx2* had little effect on the differentiation trajectory of cells and did not cause alterations in cell fates, or loss of specific cell types. Thus, although the overexpression of *Dlx2* resulted in abnormal gene expression in early maxillary processes, this did not significantly change the direction of cell development. Rather, the main effects of *Dlx2* overexpression are decreased cell proliferation and premature differentiation. The precocious differentiation was sufficient to disrupt the normal developmental timing of tissues, which resulted in defects of maxillary development and a series of other phenotypes, highlighting the intricacies of the gene regulation of craniofacial development.

As a transcription factor, there are many downstream target genes of *Dlx2* in this regulatory process. Our CUT&Tag results suggest *Dlx2* may regulate some genes in collaboration with Mnt and Runx2. However, more experimental evidence is needed to further confirm their co-occupancy at Dlx2 binding sites and collaboration in transcriptional regulation. In addition to the previously recognized Wnt signaling pathway, we found that Notch signaling pathway was also regulated by *Dlx2*. The Notch signaling pathway has a central role in cell fate specification and differentiation (Yun et al., 2002). Early activation of this pathway is a common feature of most potent inducers of neural differentiation (Teratani-Ota et al., 2016) and there was a direct link between the level of Notch activation, pro-osteogenic gene expression and corresponding osteogenic induction (Kostina et al., 2021).

Although this study is an in-depth analysis of the regulatory role and mechanism of *Dlx2* in the early stage of maxillary process development, the roles of approximately 300 direct regulatory gene sites in the downstream complex regulatory network are still unclear. A large number of *in vivo* or *in vitro* experiments are still needed to verify the targets. Still, our study provides important information and resources that will facilitate the functional dissection of the *Dlx2* regulatory network down the road.

## Data Availability

The data presented in the study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the accession codes GSE217214. The bulk RNA-Seq data for E12.5 mouse maxillary process have been deposited in GEO under the accession code GSE185279. The scRNA-Seq data for E12.5 wildtype mice maxillary process have been deposited in GEO under the number GSE161143.

How the deposited data were processed for this re-analysis (not part of the article)

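Bulk RNA-Seq counts of 3 libraries from E10.5 maxillary processes of *wnt1cre; Rosa26Dlx2/-* embryos (OE replicates A, B and C) were analysed. The letters follow no numbering of the paper. The wild-type libraries of this experiment, the E12.5 data, the single-cell data and the CUT&Tag data were not analysed here, so no test between genotypes, no list of differentially expressed genes and no enrichment analysis was made.

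The authors mapped paired-end reads to the mm10 genome with STAR and deposited raw counts per gene for each library, as whole numbers without normalization. The authors' text does not name the counting program, the strand setting or the annotation release. Rows that name no gene (reads on no gene, on more than 1 gene, or not uniquely placed) were left out of library sizes, and held 14.2%, 15.7% and 16.4% of the counted reads in replicates A, B and C. Counts on genes were 36544554, 35351031 and 40057435. With 3 counts as the limit, a gene at 0 may be present at up to 0.0777, 0.0843 and 0.0796 CPM.

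Gene identifiers were matched to GENCODE M21 (GRCm38). Of 55401 identifiers, 55141 had a row there without regard to the version and 260 had none, while 395 genes of GENCODE M21 were not among the identifiers, so the annotation behind the counts was a different one. Where a symbol belonged to 2 genes, the older identifier was used. Exonic and coding bases of each gene shared with exons of other genes were computed from the same annotation.

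Counts per 1000000 counts on genes (CPM) used edgeR 4.0.16 with TMM scaling. Correlations and Euclidean distances used log2 CPM with a prior count of 2 over genes with a mean count of at least 10. The common dispersion came from an intercept-only model in edgeR. Counting noise was tested per gene with a chi-square test against the scaled library sizes and Benjamini-Hochberg adjustment at 0.05. Gene lists were compared between libraries by the median over the list of log2(CPM + 1) in 1 library minus the mean of the other 2, set against 10000 random lists of the same size matched on mean expression in 20 bins. A list outside the central 95% of random lists was counted as shifted, and lists of fewer than 4 genes with counts were not tested. Genes sharing at least 90% of exonic bases with another gene of the same strand were compared with all other protein-coding genes by Fisher's exact test, two-sided, for being at or under 3 counts in all libraries. A smooth trend on exonic length and GC content was fitted with mgcv 1.9.3 and removed as a check. DESeq2 1.42.0 gave alternative size factors, dispersions and the variance stabilizing transformation. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

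The genes named were fixed by a rule before the data were examined: every gene the paper names in its text or in Fig. 2B and Fig. 3E, the genes of 25 tested lists written beforehand, the 5 most abundant genes, and the 5 genes with the largest ratio between libraries among those with a mean count of at least 100. The alternatives were also set then: other scalings, other filters on low counts, another prior count or pseudocount, other limits for low counts and shared bases, and leaving out each replicate in turn. Further lists (sensory ganglion, optic vesicle, lens and pigment epithelium) and the alternative of 50% of coding bases were added after the data were seen, as were *Pmel*, *Dct*, *Nefm* and the ribosomal protein genes. *Serf2*, *Ramp2*, *Rdh5* and *RPS10-NUDT3*, which share coding bases with labelled genes, were also named only after their values were seen. Single values of a few genes covered by the rule are not reported here.

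The steps were tested on simulated data. Over 17115 simulated genes with a biological coefficient of variation of 0.3 the estimate was 0.299. With Poisson counts 0% of these genes were beyond counting noise, and of 200 genes changed 4-fold in 1 library 90% were called, with 0.0296% of the unchanged genes. A length trend put into 1 library correlated with the log ratio at 0.838 before and 0 after removal, over 17101 genes. Simulated lists (200 lists of 8 genes with a mean count of at least 10) were set against random lists from 28442 genes. Without a shift, 3.5% fell outside the central 95%. With a log2 shift of 1, 99.5% fell above it, and the recovered median was 0.83. The simulated genes varied independently, so this does not test lists whose genes vary together.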

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

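The tests of embryo sex were chosen only after the results were seen, and the others before the values they measure were looked at. The lists of sensory ganglion, optic vesicle, lens and pigment epithelium genes were nevertheless added after the data were seen. No list of pigment genes was among those written beforehand. None of these genes is discussed in the paper for the bulk RNA-Seq data.

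*Xist*, a transcript of the inactive X chromosome (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), was at 672 CPM in replicate A, 0.309 in replicate B and 0.558 in replicate C. The sum of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on the Y chromosome was 0 counts in replicate A, which allows each of them up to 0.0777 CPM, and 146 and 109 CPM in replicates B and C. These 5 genes had the largest ratios between libraries of all genes with a mean count of at least 100. Library size does not order the libraries this way, since replicate A has the middle total of 36544554 counts. These are the counts of female tissue in replicate A and of male tissue in replicates B and C, and the paper's text does not state the sex of the embryos.

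The neuron list (*Tubb3*, *Stmn2*, *Elavl3*, *Elavl4*, *Dcx*, *Isl1*, *Pou4f1*, *Neurod1* and *Neurog1*) was higher in replicate A than in the others, with a median log2 ratio of 2.94 and 9 of 9 genes higher, above all of the matched random lists. Its median was 16.7 CPM in replicate A, 0.927 in replicate B and 2.26 in replicate C. Over the 3 libraries its median of means was 6.30 CPM, and without replicate A it was 1.49. *Tubb3* was at 115, 7.64 and 16.9 CPM in replicates A, B and C. *Nefm*, chosen after its values were seen, was at 103.5, 3.09 and 2.73. On log2 CPM with a prior count of 2, the median log2 ratio of the list in replicate A was 3.64 before and 3.77 after a trend on gene length and GC content was removed, which argues against that trend as the cause. The total of replicate A lies between those of the other libraries, so depth does not set it apart. Sensory ganglion tissue in the sample of replicate A stays open: a second list of 18 sensory ganglion genes lay at percentile 100 of the matched random lists in replicate A, with 15 genes higher, and a glia list had a median log2 ratio of 1.63 there. Of that second list, 6 genes were at 1 CPM or more in every library, so the tissue itself may express them. *Gap43*, the most abundant of them, was at 87.5, 78.4 and 118 CPM and did not follow the list. Sex cannot be told apart from this difference, because 1 library only, replicate A, has *Xist* without counts on the Y chromosome.

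The eye and forebrain list (with *Pax6*, *Rax*, *Six3*, *Six6* and *Lhx2* among its genes) was lower in replicate A, with a median log2 ratio of -2.31 and 7 of 7 genes lower, below all of the matched random lists. *Rax* was at 0.233, 12.6 and 21.5 CPM in replicates A, B and C, and *Lhx2* at 7.98, 41.9 and 33.7. On log2 CPM with a prior count of 2, the ratio was -2.55 before and -2.86 after the trend on gene length and GC content was removed, which argues against that trend here too. Optic vesicle tissue in the samples of replicates B and C stays open: a second list of 13 optic vesicle genes lay at percentile 2.375 in replicate A, with 9 genes lower, which is close to the limit of 2.5. It lay at percentile 99.9 in replicate B and at 95.7, inside the central 95%, in replicate C. Over its genes with a mean count of at least 10, on log2 CPM with a prior count of 2, it lay outside in every library. The percentiles were then 0.03, 99.97 and 98.22 in replicates A, B and C, so the result for replicate C depends on the setting. Of that second list, 6 genes were at 1 CPM or more in every library. *Mab21l2*, the most abundant, was at 94.7, 155 and 202 CPM. *Sfrp2* (49.1, 143 and 141) and *Foxn4* (2.7, 3.37 and 3.11) were also lowest in replicate A. *Sox2* (28.0, 25.8 and 16.6) and *Chrdl1* (5.78, 4.64 and 1.43) were highest in replicate A. *Aldh1a3* (84.4, 131 and 32.5) was lowest in replicate C. A list of lens genes lay inside the central 95% in all 3 libraries with no trend removed. After the trend was removed, over genes with a mean count of at least 10, it lay at percentile 98.58 in replicate B. It stayed inside in replicates A and C. Sex cannot be told apart here either, with 1 library that has *Xist*.

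Pigment cell genes were higher in replicate C. *Pmel* was at 0.363, 5.98 and 71.8 CPM in replicates A, B and C and *Dct* at 0.207, 1.55 and 13.1, both chosen after their values were seen. A second list of 9 pigment epithelium genes had a median log2 ratio of 1.07 in replicate C and lay at percentile 100 of the matched random lists, with 7 genes higher. In replicate A the median log2 ratio of this list was -0.99, at percentile 0, with 7 genes lower, and in replicate B it lay inside the central 95%. The sizes were larger on log2 CPM with a prior count of 2, over genes with a mean count of at least 10. In replicate C the ratio was then 2.84 before and 3.05 after the trend on gene length and GC content was removed. In replicate A it was -3.155 before and -3.318 after. The median of means of the list was 1.16 CPM and 0.183 without replicate C. *Trpm1*, the most abundant of the list, was at 4.33, 25.6 and 64.5 CPM, and *Rab38* was at 8.45, 8.32 and 8.36. Pigmented tissue in the sample of replicate C is a candidate explanation. All 3 libraries have the same genotype, stage and tissue, so the design gives no planned biological difference between them to set against these lists. The counts do set replicate A apart from replicates B and C by sex.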

How the results depend on the processing

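Of 178 alternative values over 37 results, 167 stayed within a set spread, within 1.5 times a count, or on the same side of a threshold, and none reversed. For CPM levels the spread was the SD between replicates. For the coefficient of variation and the share of genes beyond counting noise it was wider. There it was the SD of the values with 1 replicate left out, 0.1265 and 15.1 percentage points. A coefficient of 0.474 without replicate B thus counted as unchanged. For the distance ratio the spread was the SD of the distances divided by the smallest, 0.3403. The 167 values include the distance ratio over the 500 most variable genes, where the ratio stayed but the farthest library changed. Across the fits that each left out 1 replicate, the mean Pearson r ran from 0.937 to 0.977, the biological coefficient of variation from 0.221 to 0.474, the share of genes beyond counting noise from 48.8% to 77.7%, and the number of labelled lower genes at or under 3 counts from 0 to 1. The coefficient and the share are lowest without replicate C. Over all genes with at least 1 count that share was 53.4%, against 81.5% with a mean count of at least 10, and the cause was not tested. With a limit of 10 counts in place of 3, 2 labelled lower genes were at or under the limit.

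The library farthest from the others was replicate C under the other scalings, the variance stabilizing transformation, with all genes with a count, without the 1% most abundant genes and with the smaller prior count, with ratios from 1.30 to 1.72. Over the 500 most variable genes it was replicate A (1.40), and the cause was not tested. The number of genes detected was 15607, between 12894 for at least 1 CPM and 21025 for at least 1 count in every library. The odds ratio for genes that share exonic bases to be at or under 3 counts was 23.3, and from 6.83 to 27.2 under the alternatives set beforehand. With 50% of coding bases, an alternative chosen after the data were seen, it was 3.45. The number of list and library pairs outside the central 95% was 22 of 75, and from 20 to 23 under the alternatives.

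For single genes and lists, 5 alternative values changed. The median of the labelled lower genes moved from 1.81 to 1.66 CPM without replicate A and to 1.89 without replicate C. The macrophage list in replicate C and the osteogenic list in replicate B fell inside the central 95% in 3 settings. *Zeb2* was at 12.7 CPM over the 3 libraries and 8.39 without replicate A. For *Zeb2* and the labelled lower genes, TMM factors were computed again here from the libraries kept. With 3 libraries of 1 genotype, no result here bears on a difference from wild type.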

Other observations

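The test on coding bases, the look at ribosomal protein genes and the test on the labelled genes' sharing were chosen only after the values of the labelled genes were seen. The other tests were written before.

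The genes labelled as lower in Fig. 2B share coding bases with other annotated genes more often than chance gives. At least 50% of coding bases are shared in 7 of 10 labelled lower genes against 2.57% of 21887 other protein-coding genes (Fisher's exact test, two-sided, p = 8.76e-10). Among the 10 labelled higher genes that code for protein, 4 do so against 2.59% of the others (Fisher's exact test, two-sided, p = 8.42e-05). Over all protein-coding genes, 193 of 215 (89.8%) that share at least 90% of exonic bases on the same strand were at or under 3 counts in every library, against 27.3% of 21682 others (Fisher's exact test, p = 9.22e-82, genes not being independent). A similar share, 83.3% of 54 genes, was found where the shared bases are on the opposite strand only. The authors' counting left 6.11%, 6.10% and 6.96% of the reads in replicates A, B and C unassigned because they overlapped more than 1 gene. Exonic bases do not account for the whole of the labelled lower list in this way, since 1 of the 10 genes shares at least 90% of them. For the 7 genes that share coding bases, whether their label as lower comes from the counting stays open: 56.3% of all 570 genes sharing at least 50% of coding bases were at or under 3 counts, against 27.2% of the others. Among 83 protein-coding genes of cytoplasmic ribosomal proteins, 3 share at least 50% of coding bases. Besides *Rps10*, these are *Rpl13a* and *Rpl24*, and both were under the median of the genes that share less, 897 CPM, though 2 genes are too few for a test. The second copies of *Chtf8*, *Ptp4a1* and *Myl12b* had 0 counts in every library, and that of *Hdhd2* had 3, 7 and 3 counts in replicates A, B and C. A difference in how the libraries of the genotypes were counted cannot be told apart from a change in expression for these 7 genes, since the wild-type libraries were not analysed here. *Hypk* and *Phpt1* share 100% of coding bases and were nevertheless at 112 and 41.0 CPM.

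Replicate C lay farthest from the other OE libraries. Thinning all libraries to the smallest total left the ratio at 1.468, which argues against depth. Removing a smooth trend on exonic length and GC content lowered it to 1.313 and left replicate C the farthest, so that trend may be a part of the distance and is not the whole of it. The trend explained 16.0%, 7.57% and 24.9% of the deviance of replicates A, B and C. In replicate C, genes with GC content up to 45% had a median log2 ratio of -0.49 and genes over 55% had 0.49. Of 6 lists of other cell types (blood, endothelium, epithelium, neurons, eye and forebrain, and Hox genes), 3 were shifted in replicate C, but 4 were in replicate A and 3 in replicate B, so this count does not tell whether other cell types set replicate C apart. The design gives no planned biological difference between the replicates, though their counts differ in the markers of sex.

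Over the 25 lists, 22 of 75 list and library pairs lay outside the central 95% of matched random lists. For lists of genes that vary independently, 3.8 would be expected outside. Genes of a marker list can vary together, and some genes are in more than 1 list. The value of 3.8 is therefore not the chance number for these lists. The pairs of a list are not independent, since each ratio sets a library against the mean of the other libraries. A shift in a single library pushes the ratios of the others the opposite way, so the count can hold the same shift more than once. Besides the neuron, glia, eye and Y chromosome lists, the median log2 ratio was 0.53 for epithelium in replicate A, -0.64, 0.31 and 0.59 for erythrocytes in replicates A, B and C, -0.63 and 0.62 for macrophages in replicates A and C, -0.63 for skeletal muscle in replicate B, and -0.27 for osteogenic genes in replicate B. The genes labelled as higher in Fig. 2B were at -0.46, -0.17 and 0.55 in replicates A, B and C. Over genes with a mean count of at least 10, removing the trend on exonic length and GC content brought 9 pairs inside the central 95% and took 8 others outside it. Those brought inside were the genes labelled as higher in Fig. 2B in every library, erythrocytes and macrophages in replicates A and C, and skeletal muscle and chondrogenic genes in replicate A. Those taken outside were epithelium, glia, skeletal muscle and immediate early genes in replicate C, the genes of Fig. 3E cluster 0 in replicates B and C, S phase genes in replicate B, and hypoxia and glycolysis genes in replicate A. The lists for mesenchyme, endothelium, Hox genes, mandibular identity, chondrogenic genes, S phase, G2/M phase, the Dlx family, hypoxia and glycolysis, immediate early genes, the genes labelled as lower in Fig. 2B, the genes of Fig. 3E (3 clusters) and the genes named in the text lay inside it in every library over all genes with a count, with no trend removed. Of 27 Hox genes, 24 were at or under 3 counts in every library.

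The most abundant genes were *mt-Co1*, *Eef1a1*, *Hsp90ab1*, *mt-Nd1* and *mt-Cytb*. Mitochondrial genes took 1.21% of the counts in replicate A, 4.38% in replicate B and 3.96% in replicate C, and *mt-Nd1* was at 1427, 6158 and 7717 CPM.

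Genes that the paper names for the CUT&Tag, bulk RNA-Seq and scRNA-Seq data had these levels in the OE libraries at E10.5. *Zeb2* (chromosome 2, 44983632 to 45117395) was at 20.7, 10.4 and 6.82 CPM in replicates A, B and C. Its mean was 12.7 ± 7.22 (SD, n = 3), or 8.62 without replicate A. *Rora* (chromosome 9, 68653786 to 69388246) was at 2.41 ± 0.428, *Runx2* (chromosome 17, 44495987 to 44814797) at 3.92 ± 2.20 with its highest value, 6.42, in replicate C, and *Mnt* (chromosome 11, 74830920 to 74845725) at 44.6 ± 4.55. Of genes named in the Introduction from earlier studies, *Sox9* was at 96.0 ± 16.6 and *Sp7* at 3.06 ± 0.633, and *Mmp13* was at or under 3 counts in every library. Of the genes shown for scRNA-Seq clusters in Fig. 3E, *Igfbp5* was at 249 ± 124 and *Msx1* at 229 ± 43.4, and *Tbx15* was at 1.56, 0.478 and 10.2 in replicates A, B and C.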
